# Glycogen engineering improves the starvation resistance of mesenchymal stem cells and their therapeutic efficacy in pulmonary fibrosis

**DOI:** 10.7554/eLife.106023

**Published:** 2025-12-09

**Authors:** Yongyue Xu, Mamatali Rahman, Zhaoyan Wang, Bo Zhang, Hanqi Xie, Lei Wang, Haowei Xu, Xiaodan Sun, Shan Cheng, Qiong Wu

**Keywords:** mesenchymal stem cells, glycogen, pulmonary fibrosis, glycogen synthase, cell survival, Mouse

## Abstract

Mesenchymal stem cells (MSCs) are widely used in regenerative medicine, including the treatment of pulmonary fibrosis. However, implanted MSCs disappear within days, constraining therapeutic efficacy, which is largely attributed to nutrient deprivation. In this study, we established glycogen metabolism engineering strategies in mammalian cells. By expressing a functionally optimized glycogen synthase (GYSmut), MSCs could accumulate large amounts of glycogen rapidly as a reserve substance. Glycogen engineering significantly improved the survival of MSCs during starvation both in vitro and in vivo, enhancing cell viability post-implantation and their therapeutic efficacy in pulmonary fibrosis. Glycogen-engineered MSCs may serve as chassis cells for further applications. Our research highlights the importance of glucose metabolism regulation in cell-based therapy and demonstrates the great potential for the metabolic engineering of MSCs and other therapeutic cells.

## Introduction

Pulmonary fibrosis (PF) is traditionally regarded as an irreversible lung disease for which there are generally no effective drugs, with the exception of nintedanib and pirfenidone (Alonso-Gonzalez et al., 2023; Bari et al., 2021). Regenerative medicine represents an alternative approach, with several successful therapeutic applications in patients with chronic lung diseases, including PF (Li et al., 2020; Li et al., 2021; Cheng et al., 2017). The recent focus on mesenchymal stem cells (MSCs) has generated enthusiasm due to their unique regenerative and immunomodulating properties, including the ability to reverse fibrosis (Rahman et al., 2022; Zhao et al., 2023). Recent studies have begun to unravel the mechanisms underlying the therapeutic potential of MSCs, with a particular emphasis on their secretory properties. The paracrine factors secreted by MSCs, including fibroblast growth factor and cytokines, have been shown to mediate tissue repair and regeneration (Rahman et al., 2022; Tian et al., 2023). However, the therapeutic efficacy of MSCs has been limited due to their poor survival and short dwell time in the hostile pathological microenvironment, which has hindered the translation of these promising preclinical findings into clinical practice (Moya et al., 2018; Levy et al., 2020).

Metabolic regulation is crucial for cell survival post-implantation. It has been reported that the hypoxic in vivo microenvironment inhibits oxidative phosphorylation in implanted MSCs, forcing them to rely on glycolysis instead, which yields less ATP (Ladurner, 2006; Lavrentieva et al., 2010; Das et al., 2010). Our previous single-cell transcriptomic study also showed that the glucose metabolism pathway of MSCs was downregulated in the PF microenvironment (Rahman et al., 2022). Compared with in vitro culture systems, it is more difficult for implanted MSCs to obtain sufficient glucose in pathological microenvironments, and recent findings suggest that glucose exhaustion is the main reason for cell death after implantation (Salazar-Noratto et al., 2020). Supplying glucose to MSCs improved their survival post-implantation (Deschepper et al., 2013). Therefore, glucose metabolism engineering has the potential to improve MSC therapy by enhancing starvation resistance and prolonging the residence time of implanted cells.

Glycogen is a branched polymer that acts as the primary glucose storage form in mammalian cells, supplying energy under glucose deficiency and promoting cell survival. Glycogen metabolism is controlled by a series of enzymes, including glycogen synthase (GYS) (Roach et al., 2012). To reduce cell death of implanted MSCs caused by nutrient deprivation, we engineered the glycogen metabolism of MSCs with genes encoding essential enzymes, which promoted glycogen accumulation (Figure 1A). The accumulated glycogen serves as an energy supply post-implantation, improving the viability and therapeutic efficacy of MSCs (Figure 1B).

**Figure 1.**
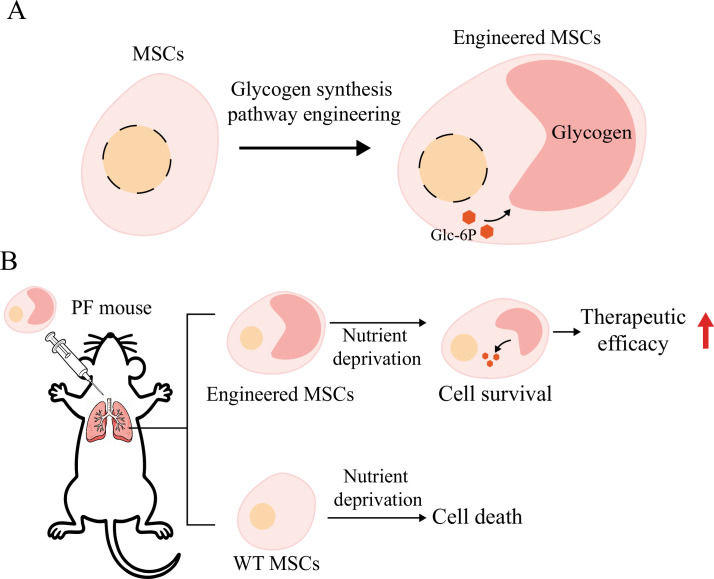
Schematic illustration of the strategy used to enhance the therapeutic efficacy of mesenchymal stem cells (MSCs) through glycogen engineering. (**A**) Engineering glycogen metabolism of MSCs by overexpressing essential enzymes of glycogen synthesis. (**B**) Engineered MSCs use glycogen as an energy supply after implantation, improving cell viability and therapeutic efficacy.

## Results

### Construction of glycogen strategies in mammalian cells

Glycogen is synthesized from UDP-glucose in a process involving glycogenin (GYG), UDP-glucose pyrophosphorylase (UGP), GYS, and glycogen-branching enzyme (GBE) (Roach et al., 2012). GYG is the initiator of glycogen synthesis, UGP catalyzes the synthesis of UDP-glucose, GYS is responsible for the synthesis of glycogen, and GBE introduces branches into the structure of glycogen (Figure 2A). Here, we first devised glycogen engineering strategies based on these essential enzymes.

**Figure 2.**
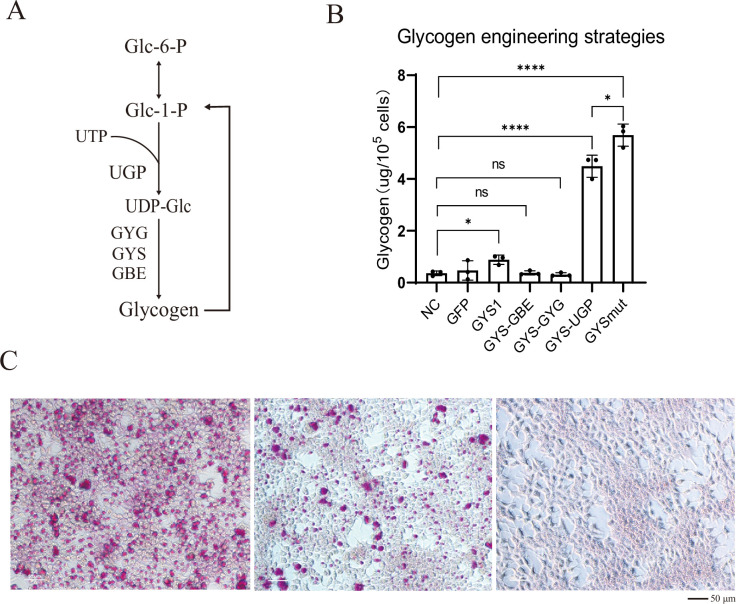
Construction of glycogen engineering strategies. (**A**) Essential enzymes of glycogen synthesis. (**B**) Tests of essential enzyme combination strategies in HEK293T cells by transient transfection. The glycogen content of each group was measured (N=3, mean ± SD). (**C**) Periodic acid-Schiff (PAS) staining of cells expressing GYSmut and glycogen synthase (GYS)-UDP-glucose pyrophosphorylase (UGP) revealed significant accumulation of glycogen granules.Scale bar, 50 μm.

**Figure 2—figure supplement 1.**
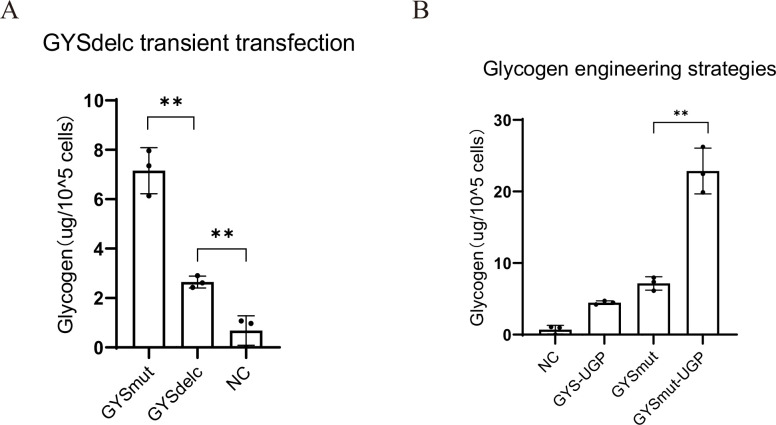
Further optimization of glycogen engineering strategies. (**A**) GYSdelc promoted glycogen accumulation (N=3, mean ± SD). (**B**) Co-expressing GYSmut and UDP-glucose pyrophosphorylase (UGP) further promoted glycogen accumulation (N=3, mean ± SD).

Initially, we transiently expressed *GYS1* in human HEK293T cells, but it only had a limited, albeit significant effect on glycogen accumulation (Figure 2B). We attributed the unsatisfactory results to substrate limitation, as well as potential inhibition of *GYS1* by cellular pathways. Next, we tried different expression strategies to increase glycogen accumulation, including (1) expressing *GYS1* alone to promote glycogen synthesis, (2) co-expressing *GYS1* with *GBE1* to increase glycogen branching, (3) co-expressing *GYS1* with *GYG1* to increase glycogen initiation, and (4) co-expressing *GYS1* with *UGP2* to increase the substrate supply. Some protein kinases (e.g. AMPK) inactivate GYS1 by phosphorylation at specific serine sites (Jørgensen et al., 2004). Therefore, (5) we introduced Ser-Ala mutations at the Ser-8, Ser-641, Ser-645, Ser-649, Ser-653, Ser-654, and Ser-657 sites of GYS1 (GYSmut) to prevent phosphorylation (see sequences in Supplementary file 1). Both co-expression of *GYS1* with *UGP2* and expression of GYSmut alone resulted in greatly increased glycogen accumulation compared to the control (~12- and 16-folds) and other strategies (Figure 2B). Glycogen granules were clearly visible following periodic acid-Schiff (PAS) staining (Figure 2C).

Since most of the Ser-Ala mutation sites were located near the C-terminus of GYSmut, we truncated the 100 C-terminal amino acids to generate GYSdelc. Although this truncated variant was still capable of inducing cellular glycogen accumulation, it exhibited a reduced rate in comparison to full-length GYSmut (Figure 2—figure supplement 1A). Further, we co-expressed GYSmut with UGP, which demonstrated a marked additive effect (Figure 2—figure supplement 1B).

### Glycogen accumulation improved the starvation resistance of MSCs

After expressing GYSmut in MSCs by lentivirus transduction, glycogen accumulation was significantly increased in the engineered MSCs (Figure 3A). PAS staining showed more PAS-positive glycogen granules in GYSmut MSCs (Figure 3B), which altered cell morphology by significantly increasing the cell volume, as assessed by flow cytometry (Figure 3—figure supplement 1A). Glycogen granules were located in both the cytoplasm and the nucleus (Figure 3—figure supplement 1B). Interestingly, when co-overexpressing wild-type GYS1 and GYG, we observed a diffuse intracellular glycogen distribution rather than bulky glycogen particles, indicating that the combination of distinct enzymes influences the characteristics of glycogen synthesis (Figure 3—figure supplement 1C).

**Figure 3.**
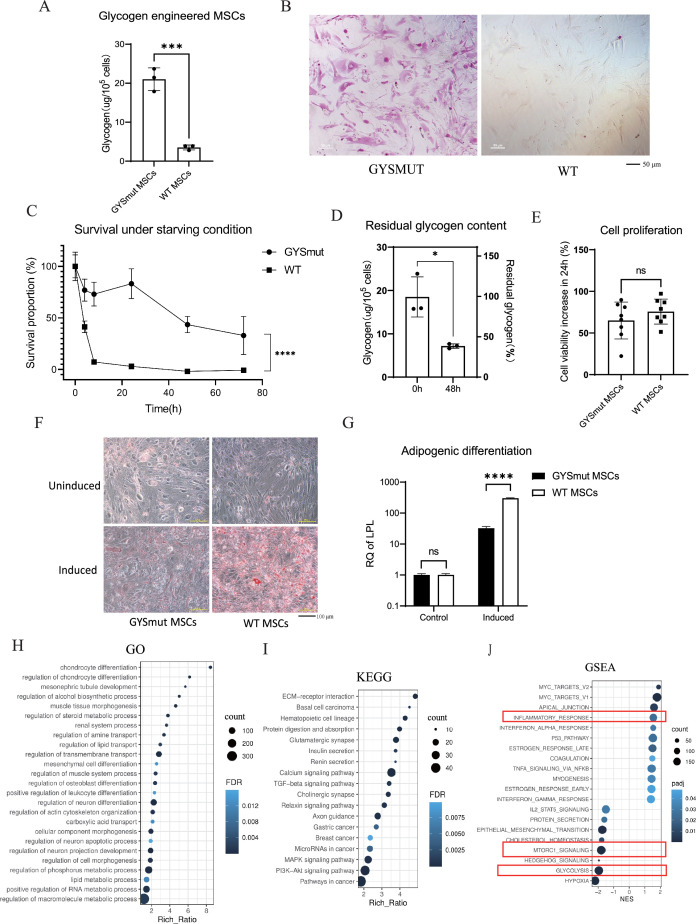
Construction of glycogen-engineered mesenchymal stem cells (MSCs). (**A**) Glycogen content of GYSmut MSCs (N=3, mean ± SD). (**B**) Periodic acid-Schiff (PAS) staining of GYSmut MSCs, showing glycogen granules (red). Scale bar, 50 μm. (**C**) Survival of engineered MSCs under Dulbecco’s phosphate-buffered saline (DPBS) (starvation) treatment in vitro (N=3, mean ± SD). (**D**) Residual glycogen content of GYSmut MSCs after DPBS (starvation) treatment for 48 hr (N=3, mean ± SD). (**E**) Viability of GYSmut MSCs according to the CCK8 assay (N=8, mean ± SD). (**F, G**) Adipogenic differentiation potential of GYSmut MSCs, assessed by Oil Red O staining and qPCR detection of Lpl expression (N=3, mean ± SD, unpaired *t*-test p-value<0.0001). Scale bar, 100 μm. (**H**) Gene ontology (GO) enrichment analysis of differentially expressed genes (DEGs) between GYSmut MSCs and the GFP control. (**I**) KEGG analysis of DEGs. (**J**) Gene set enrichment analysis (GSEA) of the DEGs.

**Figure 3—figure supplement 1.**
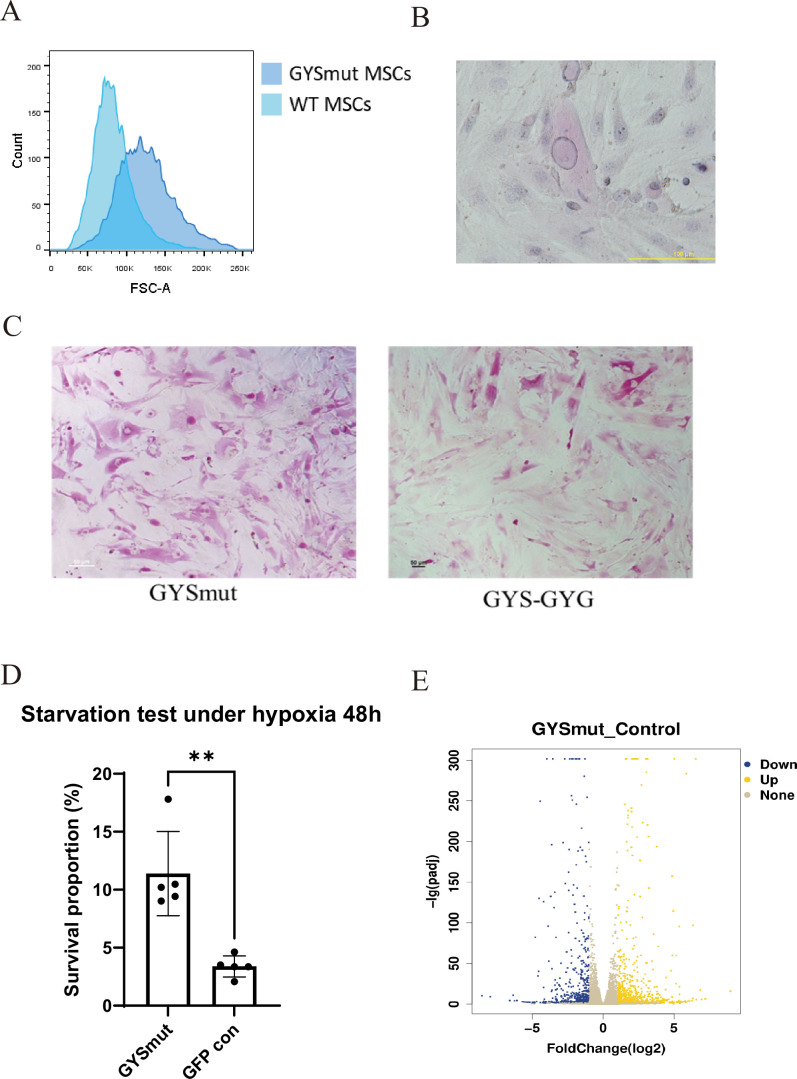
Impacts of glycogen engineering on mesenchymal stem cells (MSCs). (**A**) Cell volume change of engineered MSCs, assessed through flow cytometry. (**B**) Periodic acid-Schiff (PAS) and hematoxylin staining of GYSmut MSCs. Glycogen (red) is distributed in cell nucleus (blue) and cytoplasm. (**C**) Glycogen distribution of GYSmut and glycogen synthase (GYS)-glycogenin (GYG) MSCs. Scale bar, 50 μm. (**D**) Starvation resistance test under hypoxia.(N=5, mean ± SD). (**E**) Impacts of glycogen engineering on transcriptome of MSCs.

To evaluate the starvation resistance of glycogen-engineered MSCs, we cultured GYSmut MSCs in Dulbecco’s phosphate-buffered saline (DPBS) instead of a complete culture medium to create a nutrient-deprived environment. The Cell Counting Kit-8 assay was used to measure cell viability at various time points. Notably, approximately 40% of the GYSmut MSCs were still viable after 72 hr of starvation culture, whereas wild-type MSCs died rapidly after 8 hr (Figure 3C). After 48 hr of starvation, GYSmut MSCs still retained a 39% glycogen reserve (Figure 3D), indicating that the accumulated glycogen could be a long-term energy resource to maintain higher cell viability during nutrient deprivation following implantation. Since some pathological contexts are hypoxic, we tested the starvation resistance of MSCs under hypoxia (oxygen concentration <5%), with the engineered MSCs still maintaining a higher survival proportion (Figure 3—figure supplement 1D).

As glycogen is a crucial node of carbon metabolism in mammalian cells, we next investigated whether glycogen engineering caused global changes in MSCs. Cell counting showed that glycogen engineering had no significant effect on cell proliferation (Figure 3E). To evaluate the effects of glycogen engineering on the adipogenic differentiation capacity of MSCs, we induced GYSmut MSCs with adipocyte medium for 5 days, followed by Oil Red O staining and qRT-PCR of the adipocyte differentiation marker *Lpl*. The results indicated a decrease in the adipocyte differentiation potential of GYSmut MSCs (Figure 3F and G). It was reported that adipogenic differentiation and the immunomodulatory functions of MSCs are mutually exclusive (Li et al., 2024), so blocking adipocyte differentiation may enhance the immunosuppressive activity of MSCs.

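RNA-seq was done on 3 libraries of MSCs transduced to express GYSmut and 3 libraries of MSCs expressing GFP, the control. GYSmut is the mouse glycogen synthase Gys1 with serine sites replaced by alanine. The authors deposited the number of reads counted on each gene in each library, without normalization, for 28795 genes with Ensembl identifiers and GRCm38 positions. The total count was 20741600, 20425988 and 20075226 in GYSmut replicates 1 to 3, and 21565469, 18657553 and 18755063 in GFP replicates 1 to 3. The aligner and the counting tool are not named in the paper's text. From these counts, the 17075 genes that passed edgeR's filter on low counts by group were normalized by the TMM method and tested with a quasi-likelihood model, and p-values were adjusted by the Benjamini-Hochberg method. Differentially expressed genes were those with an adjusted p-value under 0.05 and a log2 fold change of at least 1 in either direction, the thresholds of the paper. A count of 3 or fewer was treated as the floor, and with 3 libraries against 3 an exact permutation test cannot give a two-sided p under 0.1. Pearson's correlation of log2 CPM (counts scaled by library size) across genes, which are not independent replicates, was 0.988 to 0.991 between libraries of 1 group and 0.960 to 0.965 between groups. The first principal component carried 70.3% of the variance and separated the groups. The biological coefficient of variation was 0.0723.

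**Figure D1:**
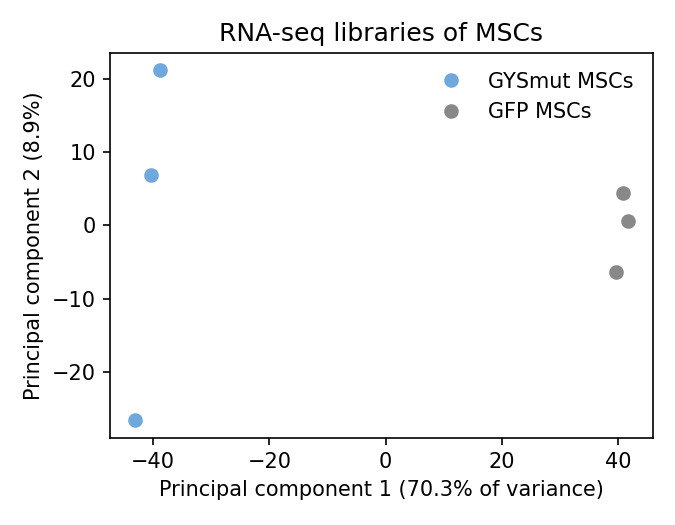
Principal components of log2 CPM, with 1 point per library. The first component (x axis, 70.3% of the variance) parts the 3 GYSmut libraries from the 3 GFP libraries, and the second (y axis) carried 8.88%.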

We next performed bulk RNA sequencing (RNA-seq) to understand the effect of glycogen engineering on the transcriptome of GYSmut MSCs. A total of 759 genes were upregulated and 542 were downregulated in GYSmut MSCs, indicating a broad effect on the transcriptome (Figure 3—figure supplement 1E). 

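Of the 17075 genes tested, 735 had higher and 559 lower expression in GYSmut MSCs than in GFP MSCs. With the adjusted p-value alone and no fold-change threshold, the alternative that moved these counts most, 3491 genes were higher and 3393 lower. The 3 GYSmut libraries lay wholly above or below the 3 GFP libraries for 48.4% of the genes, where chance gives 10%. Among abundant genes, Slc25a31, on chromosome 3 from 40708855 to 40726096, had the largest increase. It had 343 ± 23.5 normalized counts (SD, n = 3) in GYSmut MSCs and lay at the floor in every GFP library, so its expression was at least 112-fold higher. Smoc1 rose from 33.1 ± 9.43 to 1938 ± 63.9 normalized counts (SD, n = 3 each), a log2 fold change of 5.88 (standard error 0.106, adjusted p = 4.5e-37 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AC158975.2 had a log2 fold change of 6.55. Of its 5 near copies in sequence, Gm42427 has the longest match, 99.7% identical over 1854 bp, and had 6 counts in the 6 libraries together. Chd9, 96.2% identical over 211 bp, had the most counts of the 5, with 6130. The other genes of the 6 with the largest increases, Kdm5d, Eif2s3y and Uty, lie on chromosome Y and had log2 fold changes of 6.33, 5.38 and 5.14. Slit1, on chromosome 19, had the largest decrease, from 448 ± 23.4 to 16.2 ± 6.01 normalized counts (SD, n = 3 each), a log2 fold change of -4.78 (standard error 0.174, adjusted p = 5.0e-26 from the same test). It was followed by Ptprd at -4.51 and Capn6 at -4.43. Gm27733 at -4.20 lies within Xist on chromosome X, and Gm26992 at -3.87 overlaps Xist on the opposite strand. Xist itself had 1098 CPM in GFP MSCs and 84.8 CPM in GYSmut MSCs. Car9, with a log2 fold change of -3.97, completed the 6 largest decreases. Of all the genes called, 44 lie on chromosome X and 5 on chromosome Y. The Y-linked genes and Xist differ between the groups as between male and female cells. If the donors differ, the effect of GYSmut cannot be separated from that of the donor. This limit holds for all genes and gene lists compared between these groups.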

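Gys1, the gene expressed from the GYSmut construct, lies on chromosome 7 from 45434844 to 45456619. The deposited counts do not part construct from endogenous transcripts. Its expression was 14549 ± 455 normalized counts in GYSmut MSCs and 10324 ± 294 in GFP MSCs (SD, n = 3 each), a 1.41-fold difference (log2 fold change 0.49, standard error 0.0441, adjusted p = 9.7e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each GYSmut library was above each GFP library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow), and the difference was under the fold-change threshold. The reverse-strand gene Ruvbl2 overlaps Gys1 by 3253 bp and had 3268 and 3195 normalized counts in the GYSmut and GFP groups. Of the other 26 glycogen genes tested, 16 had an adjusted p under 0.05 over all genes, and with Gys1 the count was 17 both over all genes and adjusted over the list alone. The 16 became 13 to 16 in the fits that each left out 1 library. Gbe1, the branching enzyme, was lower in GYSmut MSCs with a log2 fold change of -0.81, and Ugp2 was lower with -0.41. Gyg had a log2 fold change of -0.21 (adjusted p = 0.0108 from the same test), which rose above 0.05 in 3 of the 6 fits that each left out 1 library: it was 0.0600 without GYSmut replicate 3, 0.0542 without GFP replicate 1 and 0.0773 without GFP replicate 3. The glycogen-granule protein Stbd1 changed by -1.35, and the protein phosphatase subunits Ppp1r3b, Ppp1r3c and Ppp1r3g by -1.02, -1.04 and 2.91 on the log2 scale.

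**Figure D2:**
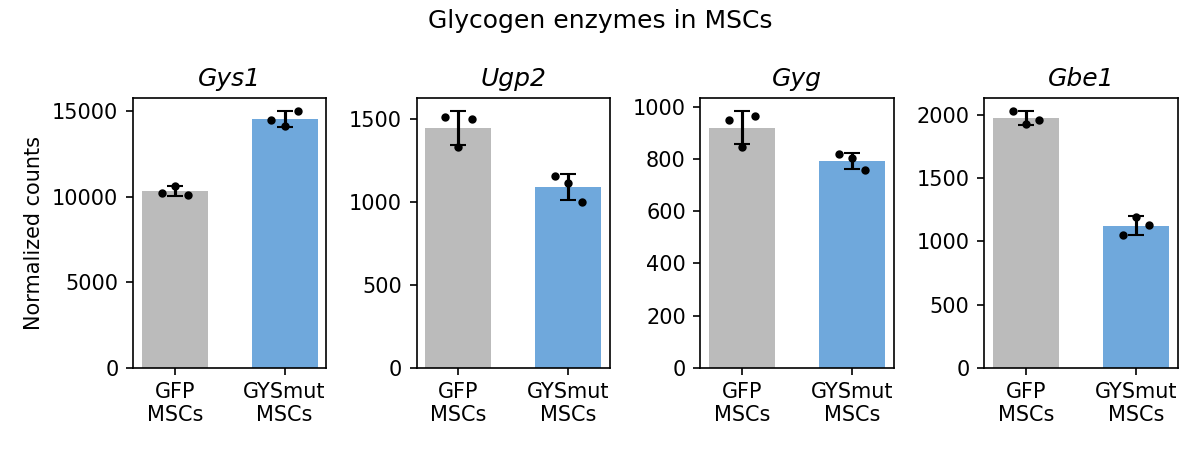
Normalized counts (y axis) of Gys1, Ugp2, Gyg and Gbe1 in GFP MSCs and GYSmut MSCs. Bars show the mean, error bars the SD and points the 3 libraries of each group. Gys1 is higher and Ugp2, Gyg and Gbe1 are lower in GYSmut MSCs.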

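Enrichment of the differentially expressed genes was tested on 27 gene lists written by hand, and on the GO biological processes that the deposited table assigns to each gene, with a one-sided Fisher's exact test against all genes tested. Of the lists, 10 were over-represented at an adjusted p under 0.05. With the genes higher in GYSmut MSCs alone, the alternative that moved this count most, 5 lists were. Chondrocyte differentiation had the smallest adjusted p, with 15 of 40 genes called where 3.03 were expected (Fisher's exact test, adjusted p = 2.6e-06). Of these, 7 were higher and 8 lower. Col11a1 had a log2 fold change of -1.25, Gli2 -1.35, Hoxa11 -3.38 and Pitx1 -3.21. The GO term of that name held 15 called genes of 55 (Fisher's exact test, adjusted p = 1.3e-04). On the list of lipid metabolism genes, 8 of 73 were called where 5.53 were expected (Fisher's exact test, adjusted p = 0.360). Lpl and Ch25h were lower, with log2 fold changes of -1.95 and -1.49, and Apoe and Fabp4 were higher, with 1.37 and 1.14. The GO term lipid metabolic process held 11 called genes of 102 (Fisher's exact test, adjusted p = 0.348). Of the 25 GO terms shown in Figure 3H, the deposited annotation of genes allowed 14 to be tested, 4 of them with few genes, only 3 or 4. Of the 14, 1 had an adjusted p under 0.05 (Fisher's exact test), chondrocyte differentiation. Each term held only the genes assigned to it by name, without those of narrower terms. The sets behind Figure 3H may therefore be larger. Over all 2634 GO terms with 10 to 500 genes, a set chosen after seeing the data, 118 had an adjusted p under 0.05, among them cartilage development with 25 of 67 genes and anterior/posterior pattern specification with 29 of 89.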

Gene ontology enrichment analysis revealed that differentially transcribed genes were predominantly enriched in processes related to cellular differentiation, morphogenesis, and the regulation of various metabolic pathways, including lipid metabolism, reflecting potential metabolic reprogramming. The differentially expressed genes were also enriched in the terms related to processes of muscle, kidneys, and neural tissue, which are sites where glycogen is naturally distributed in mammals (Figure 3H; Roach et al., 2012). 

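On the list of muscle genes, 11 of 34 were differentially expressed where 2.58 were expected (Fisher's exact test, adjusted p = 1.4e-04), 10 of them higher in GYSmut MSCs. Ankrd1, Cnn1, Mylk and Synpo2 had log2 fold changes of 1.36, 1.19, 2.22 and 2.02. Among kidney development genes, 9 of 31 were called, against 2.35 expected (Fisher's exact test, adjusted p = 0.00158). Npnt, Osr1 and Sox9 were higher, with log2 fold changes of 2.25, 2.20 and 1.25, and Hoxa11 was lower. With the lower genes alone, neither list was over-represented, with adjusted p = 0.963 for muscle and 0.486 for kidney (Fisher's exact test). Of 55 neuronal genes, 17 were called against 4.17 expected (Fisher's exact test, adjusted p = 4.7e-06), 10 higher and 7 lower. Nrp2 had a log2 fold change of -2.12, Sema3c 2.00 and Epha3 -3.32. The genes of these lists were chosen for their tissue and not for a role in glycogen metabolism.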

KEGG analysis showed the PI3K-Akt signaling pathway was also modulated, which is crucial for cell survival (Figure 3I). 

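The KEGG pathways behind Figure 3I cannot be read from the deposited table, which gives ortholog identifiers, so a list of PI3K-Akt pathway genes written by hand was tested. Of its 184 genes tested, 33 were differentially expressed where 13.9 were expected (Fisher's exact test, adjusted p = 2.6e-05). The changes went both ways, with 17 genes higher and 16 lower in GYSmut MSCs, and the median log2 fold change of the list was -0.02. The matrix genes Col6a3 and Thbs2 had log2 fold changes of -2.36 and -1.86, the receptor Flt1 had -1.95, and the ligand Vegfd had 1.77. As a set tested for 1 direction, the list had an adjusted p of 0.736 from edgeR's camera test and 0.0956 from fry, and it was lower in GYSmut MSCs with fgsea, at an adjusted p of 0.00909.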

The gene set enrichment analysis (GSEA) results showed that the inflammatory response gene set was upregulated, which may be beneficial in the treatment of PF, while mTORC1 and glycolysis-related gene sets were downregulated (Figure 3J). It was reported that mTORC1 responds to cellular amino acid and glucose levels (Szwed et al., 2021), which is in agreement with the hypothesis that glycogen synthesis affects cellular glucose levels and the process of glycolysis.

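The gene sets used by the paper for GSEA were replaced by lists written by hand, which share names but not necessarily genes with them. Each was tested as a set with edgeR's camera test, two-sided, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 27 lists. For the 74 inflammatory response genes, the median log2 fold change was 0.02 with 41 genes higher and 33 lower (camera test, adjusted p = 0.323). The direction was upward, and the adjusted p was 0.0273 with the rotation test fry and 0.0888 with fgsea, a preranked test. Of these genes, 13 were called, 8 higher and 5 lower. Cx3cl1, Il6 and Kcnj2 had log2 fold changes of 1.84, 1.16 and 1.46, and Csf3 had -1.29. The median of the 80 mTORC1 signalling genes was -0.17, with 54 genes lower (camera test, adjusted p = 0.00193). Bhlhe40, Slc2a3 and Cth had log2 fold changes of -1.11, -1.28 and -1.19, and Sdf2l1 had 1.66. Of the 22 glycolysis genes tested, 21 were lower, with a median of -0.36 (camera test, adjusted p = 3.7e-10), and Aldoc changed most, by -1.51. Genes were counted by Ensembl identifier. Aldoa entered the glycolysis and mTORC1 lists under separate identifiers, with log2 fold changes of -0.28 and -1.17. Ddit3 did so on the mTORC1 list, with -0.71 and -0.82. Under the inter-gene correlation estimated from the data, none of the 3 lists had an adjusted p under 0.05: it was 0.686, 0.0606 and 0.125 for the inflammatory response, mTORC1 and glycolysis lists. With fry, all 3 did, at 1.5e-05 for mTORC1 and 1.2e-04 for glycolysis.

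**Figure D3:**
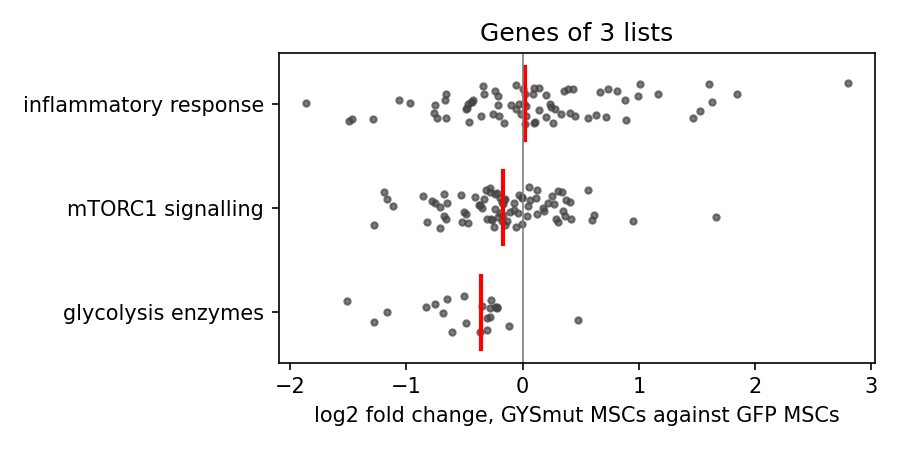
The log2 fold change (x axis) of each gene on the inflammatory response, mTORC1 signalling and glycolysis lists, with 1 point per gene and the median as a red line. The medians are 0.02, -0.17 and -0.36.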

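The mTORC1 list was also tested without the genes it shares with the glycolysis, hypoxia and cholesterol synthesis lists. The 52 genes left had a median log2 fold change of -0.01 (camera test, adjusted p = 0.773). The removed genes are themselves on the mTORC1 list, so this test cannot tell whether lower mTORC1 signalling lowered them. A pair of Reactome sets of the mTOR pathway itself, with 26 and 11 genes tested, had medians of 0.04 and 0.09 (camera test, adjusted p = 0.995 and 0.778). RNA levels of pathway members do not measure the activity of the pathway. The Reactome glycolysis set, with 26 genes, had a median of -0.31 (camera test, adjusted p = 6.0e-05). From the lower mTORC1 and glycolysis sets, and from reports that mTORC1 responds to amino acid and glucose levels, the paper reasons that these changes go with its hypothesis that glycogen synthesis affects cellular glucose and glycolysis.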

### Glycogen engineering promoted the survival of MSCs post-implantation

In our previous study, intratracheal administration of MSCs exhibited a robust therapeutic effect in a mouse model of bleomycin-induced PF (Rahman et al., 2022), and further scRNA-seq analysis of implanted MSCs within the PF microenvironment revealed downregulation of glucose metabolism (Figure 4—figure supplement 1), suggesting that nutrient availability is a critical determinant of MSC viability and may potentially limit their therapeutic efficacy. We, therefore, tested whether glycogen engineering would promote the survival of GYSmut MSCs in vivo. PF mice were intratracheally injected with glycogen-engineered MSCs co-expressing GYSmut and *Gaussia* luciferase (GYSmut-Gluc), while the control group was injected with Gluc MSCs. We collected lungs of PF mice on days 0 and 7 after MSC implantation and measured the fluorescence intensity of lung tissue homogenates with a commercial kit to assess the counts of living MSCs (three mice each group each time point) (Figure 4A). A higher proportion of surviving GYSmut-Gluc MSCs was detected compared with the control (Figure 4B).

**Figure 4.**
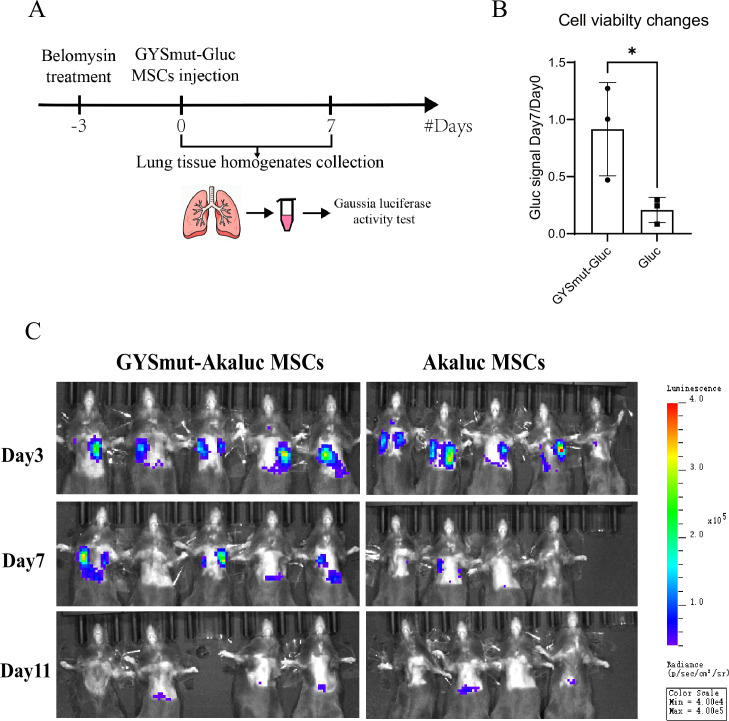
Survival of implanted glycogen-engineered mesenchymal stem cells (MSCs). (**A**) Schematic illustration of the strategy used to assess the survival of MSCs by detecting *Gaussia* luciferase activity in the homogenate of lungs. (**B**) Changes of *Gaussia* luciferase activity in the two groups on day 7 post-implantation (three mice each group, unpaired *t*-test p-value = 0.044) (N=3, mean ± SD). (**C**) Live imaging of *Akaluc* luciferase activity in the two groups implanted with GYSmut-Akaluc MSCs and control cells (five mice each group). One mouse from the control group died on day 7, and one mouse from the GYSmut-Akaluc group died on day 11.

**Figure 4—figure supplement 1.**
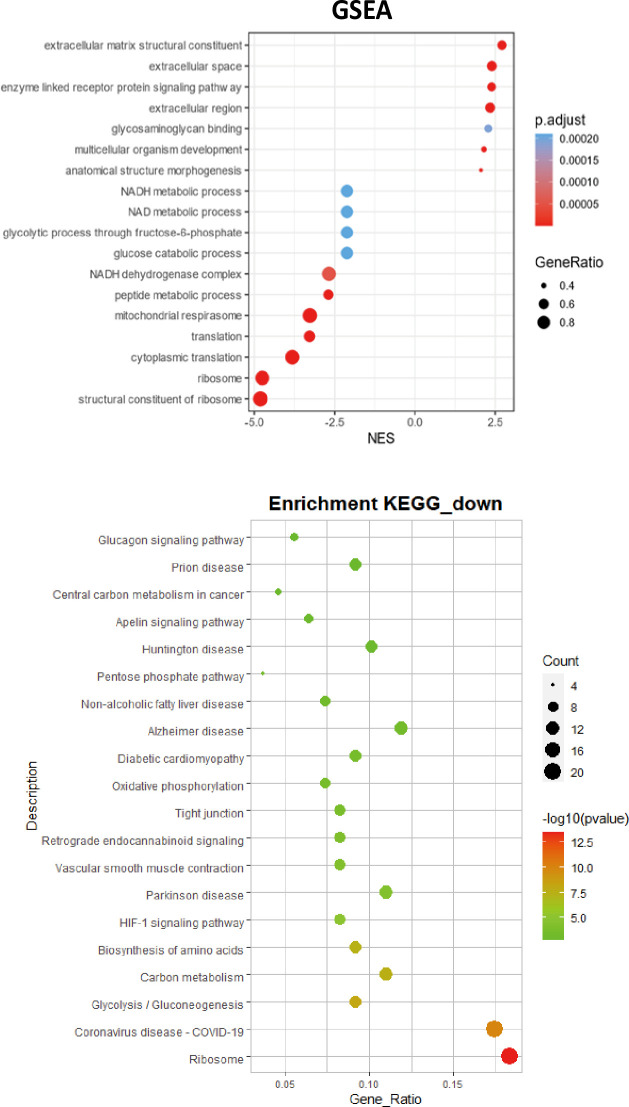
KEGG and gene set enrichment analysis (GSEA) of implanted mesenchymal stem cells (MSCs) in our previous research. GFP MSCs were intratracheally administered to pulmonary fibrosis (PF) mice and collected through flow cytometry. Single-cell sequencing showed downregulation of glucose metabolism.

**Figure 4—figure supplement 2.**
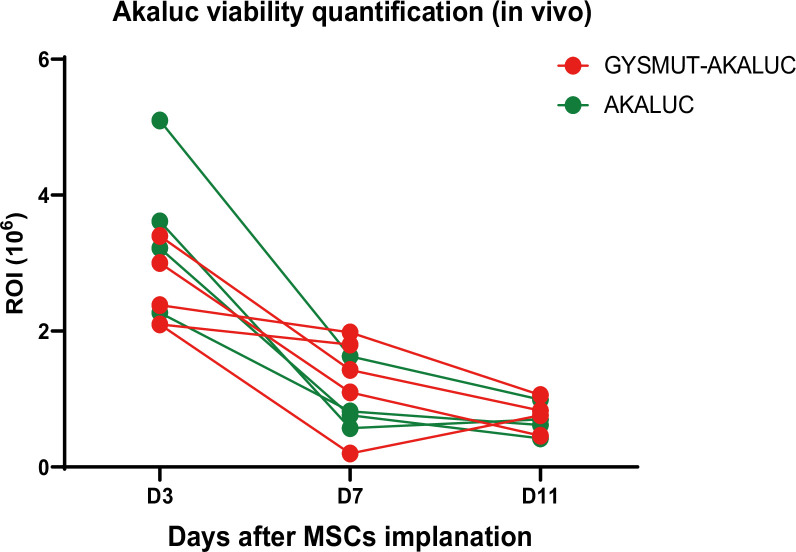
Quantification of Akaluc activity of in vivo imaging post-implantation.

Because of the limited sensitivity of *Gaussia* luciferase labeling for in vivo imaging, to assess the persistence and biodistribution of implanted MSCs within the PF microenvironment, we used a different luciferase, *Akaluc* luciferase. GYSmut MSCs co-expressing Akaluc (GYSmut-Akaluc) were intratracheally injected into PF mice. This approach, in combination with the substrate Akalumine (Bozec et al., 2020), allows for highly sensitive live imaging and thus provides insights into the retention of implanted cells. In the control group, MSCs expressing Akaluc were injected (five mice each group). As expected, on day 7 post-implantation, higher fluorescence intensity was detected in the GYSmut MSCs group compared with the control (Figure 4C), indicating the greater survival ability of GYSmut MSCs compared to wild-type MSCs in the PF microenvironment. Quantification of fluorescent imaging revealed a further decline in survival rates to similar levels in both GYSmut MSCs and the control by day 11, suggesting that glycogen engineering appears to be primarily functional during the first 2 weeks post-implantation (Figure 4—figure supplement 2).

### Engineered MSCs demonstrated a beneficial effect on PF

To investigate the therapeutic efficacy of glycogen-engineered MSCs (GYSmut MSCs), we administered them via tracheal injection into mice on day 3 following bleomycin treatment and recorded the survival rate and body weight of mice over time (10 mice each group). GYSmut MSCs demonstrated a more pronounced effect than the control group expressing only GFP (Figure 5A). Quantitative analysis of lung tissue sections stained with hematoxylin and eosin (H&E) and Masson’s trichrome revealed that the GYSmut MSCs group exhibited superior therapeutic efficacy on day 7, as evidenced by reduced collagen deposition and preserved alveolar size (quantified by mean linear intercept [MLI]) compared to the control (Figure 5B and C). The improved therapeutic efficacy illustrated the beneficial effect of enhanced MSC viability and confirmed the rationale for glycogen engineering.

**Figure 5.**
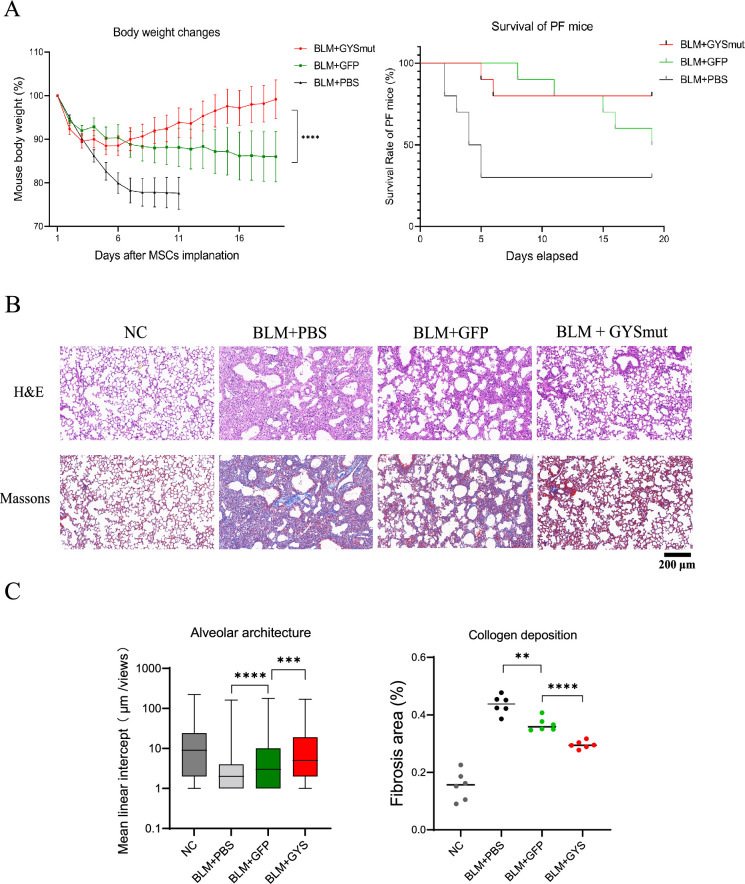
Therapeutic efficacy of glycogen-engineered mesenchymal stem cells (MSCs). (**A**) Survival and body weight changes of pulmonary fibrosis (PF) mice treated with GYSmut MSCs and control cells (10 mice each group, mean ± SEM, two-way ANOVA p-value = 0.0001). (**B**) Representative lung tissue sections stained with hematoxylin and eosin (H&E) and Masson’s trichrome. NC group is healthy mice.Scale bar, 200 μm (**C**) Collagen deposition and preserved alveolar size (quantified by mean linear intercept [MLI]) of lung tissue sections (six mice each group).

## Discussion

Glycogen is found in a wide range of organisms, ranging from bacteria to mammals. As a major form of stored glucose, glycogen plays an essential role in maintaining energy homeostasis and cell survival. In this study, we engineered the glycogen metabolism of MSCs to promote glycogen accumulation. We tested several engineering strategies in human HEK 293T cells and primary MSCs derived from mice. Overexpression of phosphorylation-resistant GYS (GYSmut), as well as the co-expression of GYS and UGP, induced intense glycogen. Glycogen engineering enhanced the starvation resistance of MSCs and improved their viability post-implantation. Compared with the control group, the engineered MSCs exhibited a significantly enhanced therapeutic effect on PF, indicating the importance of glucose metabolism regulation for MSC-based therapy.

Glycogen-engineered MSCs may serve as chassis cells for further applications by enhancing cell viability post-implantation, and our glycogen engineering strategies also have the potential to be applied to other therapeutic cells. Transient expression of GYSmut by mRNA transfection may be a safer alternative than lentiviral transduction, avoiding the risks of chromosomal modification. LNP-mediated circular mRNA transfection would further improve engineering efficiency (Huang et al., 2024).

We investigated the effect of glycogen engineering on the transcriptome of MSCs by RNA-seq, which revealed large-scale gene transcription changes. In future studies, complex regulatory networks may be elucidated at the levels of proteomics and metabolomics. Previous studies have revealed the role of glucose metabolism regulation in MSCs’ immunoregulatory properties (Contreras-Lopez et al., 2020; Luo et al., 2023). The broader impact of glycogen engineering on MSCs remains to be elucidated. We tested the therapeutic efficacy of glycogen-engineered MSCs in the bleomycin-induced PF mice model. Their efficacy in other disease models is still to be investigated.

Within the context of MSC-based cellular therapies, administered cells were distributed to various microenvironments characterized by variable oxygen concentration, nutrient availability, and immune responses. While in vivo animal models offer a more physiologically relevant platform for validation, they are less convenient for detailed investigation due to multifactorial influences, making it challenging to fully understand the precise kinetic properties and adaptation dynamics of the implanted cells, which is a limitation of this study.

In previous studies, complex gene circuits were introduced to enhance the efficacy of various cell-based therapies, including MSCs and CAR-T cells (Allen et al., 2022; Cheng et al., 2019), and some research also revealed the advantages of metabolic engineering (ME) (Ye et al., 2022). However, in contrast to extensive ME research in prokaryotic organisms, ME of mammalian therapeutic cells has yet to be developed. Here, we demonstrated the great potential of glycogen engineering, offering a basis for future studies. By dynamically controlling essential enzymes, cellular metabolism can be remodeled to achieve optimal survival and therapeutic efficacy post-implantation. Further research in this area will provide additional opportunities for cell therapy, gene therapy, and tissue engineering.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Gys1*	GenBank	NM_030678	
Gene (*M. musculus*)	*Gbe1*	GenBank	NM_028803.4	
Gene (*M. musculus*)	*Gyg1*	GenBank	NM_001355261	
Gene (*M. musculus*)	*Ugp2*	GenBank	NM_001290634.1	
Strain, strain background (*Escherichia coli*)	DH5a	Vazyme	Cat#C502-02	Competent cell
Cell line (*M. musculus*)	MSC	This paper		Primary MSCs isolated from adipose tissue of C57/B6J mice (male)
Cell line (*Homo sapiens*)	HEK293T	ATCC	RRID:CVCL_0063	
Transfected construct (*M. musculus*)	pCDH	Addgene	RRID:Addgene_72266	Lentiviral construct to transfect and express GYS/GYG/GBE/UGP, etc.
Sequence-based reagent	Lpl-F	Synthesized by Tsingke, Beijing	PCR primers	TTGCCCTAAGGACCCCTGAA
Sequence-based reagent	Lpl-R	Synthesized by Tsingke, Beijing	PCR primers	TTGAAGTGGCAGTTAGACACAG
Sequence-based reagent	Actb-F	Synthesized by Tsingke, Beijing	PCR primers	CCACTGTCGAGTCGCGTCC
Sequence-based reagent	Actb-R	Synthesized by Tsingke, Beijing	PCR primers	TCCGGAGTCCATCACAATGC
Commercial assay or kit	Lipo8000	Beyotime	Cat#C0533	
Commercial assay or kit	Glucogen Content Assay Kit	SOLARBIO	BC0345-100T	
Commercial assay or kit	PAS staining kit	Beyotime	Cat#C0142S	
Commercial assay or kit	Lentivirus Concentration Solution	Servicebio	Cat#G1801-100ML	
Commercial assay or kit	CCK-8 assay kit	BIORIGIN	Cat#BN15201	
Commercial assay or kit	Oil Red O staining kit	Beyotime	Cat#C0157S	
Commercial assay or kit	Secrete-Pair Dual Luminescence Assay Kit	GeneCopoeia	Cat#LF061	
Commercial assay or kit	RNA isolator Total RNA Extraction Reagent	Vazyme	Cat#R401-01	
Chemical compound, drug	Akalumine-HCL	InvivoChem	Cat#V41343	
Chemical compound, drug	bleomycin	Sigma Aldrich	Cat#B5507-15un	

### Animals and experimental design

All the animal experiments were authorized by the institutional animal care and use committee of Tsinghua University. Six-week-old male C57BL/6J mice were housed in the specific pathogen-free experimental animal environment at the laboratory animal research center of Tsinghua University, with 5–6 mice per cage having access to sterilized food and water ad libitum under a 12 hr light/dark cycle. Mice were anesthetized with avertin (200 μL per mouse) or 2.5% tribromoethanol. And euthanized by cervical dislocation or CO_2_ inhalation. 76 mice were used in total. To obtain reliable results, each group contains at least three mice. In the same experiment, the mice in each group came from the same batch and were randomly captured, processed, and assigned to different cages. The number of mice is randomly assigned, the surgeon knows the grouping situation, and the statistical analyst does not know the grouping in advance. All animal experiments were authorized by the institutional animal care and use committee of Tsinghua University (Approval No. 23-WQ1.G23-1, Study on different factors on the survivability of implanted MSCs in murine pulmonary fibrosis model, 2023-01-18 to 2026-04-12).

### Isolation of mouse adipose-derived stem cells

MSCs were obtained by euthanizing the mice, digesting the inguinal adipose tissue with 1.0 mg/mL collagenase type I (Sigma, SCR103), and culturing the released cells in DMEM/F-12 medium (Hyclone, SH30023.FS) in a humidified atmosphere containing 5% carbon dioxide at 37°C, according to a previously published method (Rahman et al., 2022).

### Construction of the BLM-induced PF mouse model and administration of MSCs

Mice were anesthetized with 2.5% tribromoethanol (0.8% NaCl, 1 mM Tris [pH 7.4], 0.25 mM EDTA [pH 7.4]), and administered 3.5 mg/kg bleomycin solution (Sigma, B5507-15un) in 50 μL phosphate-buffered saline (PBS) intratracheally on day 0 using a 1 mL syringe with a 25G needle. Control animals were mock-treated with PBS (Rahman et al., 2022).

Injection of MSCs (at passages 3–6) was performed on day 3 after BLM treatment. Each animal received an intratracheal injection of 50 μL of a suspension comprising 1×10^7^ cells/mL in PBS (5×10^5^ cells/mouse) using a 1 mL disposable syringe with a 25G needle. For the control and BLM+PBS groups, 50 μL PBS was injected instead. Before implantation, the cells were washed three times to remove the culture medium. The body weight of treated mice was recorded daily (Rahman et al., 2022; Tzouvelekis et al., 2011).

### Histological evaluation of lung damage and collagen deposition of BLM-induced lung injury

To assess the development of PF and therapeutic efficacy, mice were evaluated on day 7. For lung tissue collection, mice were euthanized by CO_2_ inhalation. The thoracic cavity was opened, and the lungs were perfused and washed with ice-cold PBS. The lungs were then fixed with 4% (vol/vol) paraformaldehyde in PBS and processed into 5-μm-thick paraffin sections, which were mounted on glass slides.

For histological assessment of alveolar architecture and fibrosis, sections were stained with H&E or Masson’s trichrome stain, respectively. The samples were scanned using Pannoramic SCAN (3DHISTECH) with a 20× objective. Fibrosis area percentages and alveolar size (quantified by MLI) were calculated according to a previously published method (Rahman et al., 2022; Crowley et al., 2019).

### Generation of genetically engineered MSCs and in vitro tests

HEK293T cells were cultured in DMEM with 10% FBS. Sequences of essential enzymes are amplified from cDNA of mouse MSCs. To test combinations of essential enzymes, HEK293T cells in six-well plates were transiently transfected with encoding plasmids (2 μg/well) using Lipo8000 (Beyotime, C0533). Co-expressed enzymes were connected by the 2A sequence. After 3 days, the glycogen content of each group was quantified using a commercial kit (SOLARBIO, BC0345-100T). A PAS staining kit (Beyotime, C0142S) was used to stain glycogen granules.

To construct the lentiviral vectors, designed gene sequences were cloned into the pCDH backbone and used to co-transfect HEK293T cells with pMD2.G and psPAX2 plasmids using Lipo8000. Essential enzymes were co-expressed by connecting them with EGFP or puromycin N-acetyltransferase via the 2A sequence. The cell supernatant was collected every 24 hr for 3 days. The viral particles were concentrated using Lentivirus Concentration Solution (Servicebio, G1801-100ML), after which the infectious solution was prepared by resuspending them in 200 μL PBS and stored at –80°C until use. When the density of MSCs in the six-well plate reached approximately 80%, 20 µL of the lentiviral solution was added. Following 2 days after infection, puromycin was added to a final concentration of 1 mg/L for selection.

Glycogen was quantified after 3 days of induction. To simulate starvation conditions, DPBS solution was used to replace the culture medium of seeded MSCs (96-well plate, 5000 cells/well), and a CCK-8 assay kit (BIORIGIN, BN15201) was used to measure cell viability. To test the adipogenic differentiation potential of MSCs, we induced them with commercial adipocyte medium (Procell, PD-027) for 5 days as described in the manufacturer’s protocol, and then performed Oil Red O staining (Beyotime, C0157S). qRT-PCR of gene Lpl was performed, using primers Lpl-F and Lpl-R, and gene Actb was used as reference gene, using primers Actb-F and Actb-R.

### Viability detection and live imaging of MSCs post-implantation in the PF model

To detect viability changes of MSCs post-implantation, 2.5×10^5^ MSCs expressing *Gaussia* luciferase suspended in 50 µL of PBS were injected intratracheally into PF mice, as described above. The whole lungs of mice were collected on the day of surgery (D0) and the 7th day (D7) after surgery (n=3 each time point) and were stored in a 1.5 mL centrifuge tube at –80°C. Then, 400 μL PBS and twenty 1-mm beads (Servicebio, G0201) were added to the centrifuge tube with lungs for processing with a KZ-III high-speed homogenizer (Servicebio) at 60 Hz for 30 s, six times. The homogenate was centrifuged (10,000×*g*, 5 min), and the activity of *Gaussia* luciferase in the suspension was detected using a commercial kit (GeneCopoeia, LF061). The lungs of cells without *Gaussia* luciferase expression were used as negative controls, and the corresponding signals were considered to represent background subtraction in the calculations. Cell viability changes of each group were assessed by calculating the ratio of the intensity of lung tissue collected on D7 to D0.

To detect the in vivo distribution of MSCs post-implantation, MSCs expressing Akaluc were injected intratracheally into PF mice (n=5), as described above. Live imaging was performed on the 3rd and 7th days after implantation. Akalumine-HCL (InvivoChem, V41343) was dissolved in PBS (2.5 mg/mL) and intraperitoneally injected into mice (100 μL/mouse). Luminescence was detected after 10 min using a Lumina III instrument and analyzed with Living Image software version 4.8.

### RNA-seq of MSCs

MSCs were cultured in 100 mm dishes (5×10^6^ cells per dish) in DMEM/F-12 medium. Trizol (Vazyme, R401-01) was used for RNA extraction. Illumina RNA-seq and subsequent analysis were performed by ANNOROAD Corporation (Beijing, China). DESeq2 was used to identify differentially expressed genes (|log2 fold-change|≥1, adjusted p-value<0.05).

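DESeq2 was also run on the deposited counts with its own size factors and the same thresholds. It called 759 genes higher and 542 lower in GYSmut MSCs, and all of these are also called in the table of the authors' comparison. The largest difference in log2 fold change from that table was 1.0e-09. Of the genes in the authors' table, edgeR called 661 of the higher and 493 of the lower.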

### Cell lines

HEK293T cell line was from ATCC, of which STR profiling was confirmed. Test of mycoplasma contamination showed negative.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism software version XY (GraphPad Software Inc). Significant differences between groups were identified using unpaired Student’s *t*-test or two-way ANOVA. Asterisks were used to indicate significance in figures (*: p<0.05, **: p<0.01, ***: p<0.001, ****: p<0.0001). Unless indicated otherwise, all quantitative data are presented as mean values ± SD. All statistical data shown in figures describe biological replicates.

## Data Availability

The dataset generated by this study is available in GSE281974 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE281974]. The following dataset was generated: XuY RahmanM WangZ ZhangB XieH WangL XuH SunX ChengS WuQ 2025The effect of expressing dephosphorylated GYS on MSCsNCBI Gene Expression OmnibusGSE281974

# Supplementary material for: Glycogen engineering improves the starvation resistance of mesenchymal stem cells and their therapeutic efficacy in pulmonary fibrosis
**Source:** eLife. 2025 Dec 9;14:RP106023. doi: 10.7554/eLife.106023
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | In the section *Availability of data and materials* |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. |  | This study didn’t use any antibody. |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | In the section *Generation of genetically engineered MSCs and in vitro tests* and *Appendix 1—table 1* |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | In the section *Generation of genetically engineered MSCs and in vitro tests*. |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | In the section *Isolation of mouse adipose-derived stem cells.* |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | In the section *Animals and experimental design.* |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | √ |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | √ |
| Microbes: provide species and strain, unique accession number if available, and source. |  | √ |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | √ |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | √ |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | In the section *Isolation of mouse adipose-derived stem cells* |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | In the section *Animals and experimental design* |  |
| Randomisation | In the section *Animals and experimental design* |  |
| Blinding | In the section *Animals and experimental design* |  |
| Inclusion/exclusion criteria |  | √ |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. |  | √ |
| Define whether data describe technical or biological replicates. | In the section *Statistical analysis* |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | √ |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | In the section *Animals and experimental design* |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | √ |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | √ |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | √ |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | In the section *Statistical analysis* |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | In the section *Availability of data and materials.* |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | In the section *Availability of data and materials.* |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | √ |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | √ |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | √ |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | √ |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | √ |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

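RNA-seq of MSCs was re-analysed in 6 libraries, 3 of GYSmut MSCs and 3 of GFP MSCs. The authors deposited a table with a count of reads per gene and library, without normalization, with whole numbers in every row that names a gene. One of the GFP columns also holds, in a row that names no gene, the overflow of a long annotation cell that reads like an expected count, and the authors deposited plain counts there as elsewhere. The same table from the authors gives the mean normalized count of each gene, a score computed by DESeq2. It also gives the authors' ratio of GYSmut to GFP as a fold change, and the authors' log2 fold change. The adjusted p-value in the deposited table is from the authors' DESeq2 test. These columns were used only to compare calls.

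Of 28823 rows, 28 named no gene and were left out, and 27 gene names stored as calendar dates were restored from the Ensembl identifiers. Positions, transcript lengths and GC content were taken from the deposited table and from GENCODE vM21 by Ensembl identifier. The paper's text does not name the aligner, the counting tool or their versions. Whether reads on genes that overlap on opposite strands were told apart was not tested.

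Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes were kept by filterByExpr with the group as factor, a minimum count of 10 and a minimum total of 15, which left 17075. Counts were normalized by TMM and tested with the robust quasi-likelihood model of edgeR, with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05 and a log2 fold change of 1 or more in size. Normalized counts are counts divided by the effective library size and multiplied by its mean over the 6 libraries. Single genes were also compared with an exact permutation test, two-sided, whose smallest p is 0.1. The depth per library was between 18657553 and 21565469 counts, the floor was set at 3 counts, and errors cover the replicate libraries, and the paper's statistical section states in general that the data in its figures describe biological replicates.

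The genes named were those the paper names, the 6 with the largest log2 fold change in each direction among called genes with a mean log2 CPM of at least 3 and no overlap between groups, and up to 4 called members of each list with the smallest adjusted p. The Hallmark and KEGG sets of the paper were not analysed here. They were replaced by 27 lists written by hand from general knowledge, by the GO annotation in the deposited table and by Reactome sets distributed with fgsea. Lists were tested with camera at an inter-gene correlation of 0.01 and, for called genes, with a one-sided Fisher's exact test against the genes tested. Under DESeq2, the preranked form of camera was run on its gene statistics. It covered all genes of the deposited table, with a missing statistic set to 0.

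The lists, tests, thresholds, named-gene rule and most alternatives were set before the data were examined. The alternatives were DESeq2, the size factors of DESeq2 in edgeR, library size only, upper-quartile normalization, no filter, at least 10 counts in every library, no fold-change threshold, glmTreat, the replicate number as a block, each library left out in turn, and for lists an estimated correlation, fry, fgsea, other gene sets, single directions and another background. Leaving out the genes of chromosomes X and Y, leaving out 3 ribosomal RNA genes, and testing all GO terms were added after seeing the data. The pipeline was tested on simulated data with 200 changed genes at a log2 fold change of 1.5 either way, of which edgeR and DESeq2 each called 99.5%, with 1 and 0 of the unchanged genes called. The changed genes were drawn from abundant genes, and all genes had the same biological variation. These rates therefore need not hold for the real data, with more changed genes and many of low count.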

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

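The tests in this part were chosen after the result was seen.

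The Y-linked genes Kdm5d, Eif2s3y, Uty and Ddx3y together had 117 ± 6.53 CPM in GYSmut MSCs and 2.72 ± 0.194 in GFP MSCs (SD, n = 3 libraries each), a signal in genes the paper does not discuss, above its level in the control. Xist, which is transcribed from the inactive X chromosome of female cells, went the other way, with 84.8 ± 14.4 CPM in GYSmut MSCs and 1098 ± 65.9 in GFP MSCs. For each gene, all 3 libraries of a group lay on 1 side of the other group (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow).

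The tables argue against 1 mislabelled library, since the lowest GYSmut library had 37.4 times the Y-linked signal of the highest GFP library. Loss of the Y chromosome in cultured GFP MSCs does not account for the 1098 CPM of Xist in them. A candidate explanation is that the cells of the 2 groups came from animals of different sex. Under it, X-linked genes that escape X inactivation should be lower in GYSmut MSCs. Of 11 such genes, 10 were, 6 of them at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The median log2 fold change of the 11 was -0.38, against -0.06 for the other X-linked genes. Of 10000 random lists of X-linked genes, 0.09% had a median as low. Most of the 11 genes had been looked at before the test, so it is no independent evidence. An exchange of the labels of whole groups would still leave 1 group with the Xist level of female cells. It also predicts lower Gys1 in the libraries labelled GYSmut, where Gys1 was higher in all 3 with a log2 fold change of 0.49. Whether the donors' own Gys1 levels differ was not tested.

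Xist in GYSmut MSCs was 7.72% of its level in GFP MSCs. Whether this comes from GFP MSCs or their reads in the GYSmut libraries cannot be told apart from some female cells of another origin: of 136 autosomal genes lower in GYSmut MSCs and with at least 20 CPM in GFP MSCs, 3 kept a smaller percentage, which are Slit1 at 3.62%, Ptprd at 4.36% and Car9 at 6.38%, and were picked as the lowest. The Y-linked signal in GFP MSCs was 2.32% of that in GYSmut MSCs, and its origin was not tested.

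If the cells differ in sex, they differ in donor, and the effect of GYSmut cannot be separated from that of the donor in these 6 libraries. Without the genes on X and Y, an alternative added after seeing the data, 715 genes were higher and 533 lower, so most of the differentially expressed genes are autosomal, but a donor effect on autosomal genes stays open, as does an effect of GYSmut.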

How the results depend on the processing

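The replicate pairing check, the removal of genes on X and Y and the removal of 3 ribosomal RNA genes were chosen after the data were seen.

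The numbers of genes higher and lower in GYSmut MSCs were 735 and 559. They stayed within 1.5 times of these under DESeq2, the other normalizations, no filter, the replicate block and both removals of genes. Leaving out 1 library at a time gave 720 to 771 genes higher and 543 to 582 lower. With at least 10 counts required in every library, 454 genes were higher and 377 lower, and all but 2 of these 831 genes were among those called before; fewer genes were tested. Without a fold-change threshold, 3491 were higher and 3393 lower. With glmTreat, which tests against the threshold itself, 351 and 247 remained, all of them called before. No gene called in both fits changed direction in any of these alternatives.

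Of the 10 splits of the 6 libraries into 3 and 3, only the real one (1 of 10) gave as many genes higher, as many genes lower, as many over-represented lists, as many other glycogen enzymes past the threshold, or as small a p for the mTORC1 and glycolysis lists. For the inflammatory response list, 3 of 10 did. The 9 other splits gave 0 called genes each, and 29 to 54 genes past the fold-change threshold at an unadjusted p under 0.05, against 1334 in the real split. With 10 splits, the share cannot fall under 0.1. The unadjusted camera p was also under 0.05 in 8 of the 9 other splits for the glycolysis list, down to 4.1e-06, in 3 for the mTORC1 list and in 1 for the inflammatory response list. Each of these splits still sets 2 libraries of 1 group with 1 of the other against the reverse and so keeps part of the difference between the groups, and these p-values are no measure of what chance gives. Removing a trend of fold change with gene length and GC content left 97.1% of the called genes past the fold-change threshold, and without the 3 ribosomal RNA genes 99.3% were called again, which argues against either as the whole cause.

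Replicate numbers did not pair the libraries: residual correlations between libraries of the same number were 0.02, -0.03 and -0.003. With the replicate number as a block, 715 genes were higher and 549 lower.

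For the inflammatory response, mTORC1 and glycolysis lists, the choice of test and of genes changed the calls. With the inter-gene correlation estimated from the data, the adjusted p of the glycolysis list was 0.125 and that of the mTORC1 list 0.0606. The inflammatory response list passed under fry alone, at 0.0273. The adjusted p of the mTORC1 list was 0.773 without genes shared with other lists, and with the Reactome mTOR and mTORC1-mediated sets the direction reversed, at 0.995 and 0.778. The cause of these changes was not tested, apart from the removed genes. Under the 9 alternatives of normalization, filter, test of genes, block and removed genes, and the 6 fits that left out 1 library, the 3 lists kept their direction and side of the threshold. With the genes higher in GYSmut MSCs alone, 5 lists were over-represented instead of 10, and with the lower genes alone 7 were. The cause was not tested.

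Muscle genes were not over-represented among the lower genes alone, at 0.963. The list of adipocyte genes, which showed no direction, reversed under DESeq2 at 0.987, under fgsea at 0.523, and in 3 of the 6 fits that left out 1 library, at 0.807, 0.944 and 0.967, while the adjusted p over all 6 of these fits was 0.502 to 0.967. The lowest correlation between replicates was 0.992 with at least 10 counts in every library. Among 1242 comparisons of named genes, 1214 were the same and 28 weaker. Among 432 comparisons of other lists, 12 were weaker and 23 stronger, besides those reversed. The alternatives for normalized values were not run, as the table holds counts.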

Differences from the paper's values

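The paper's 759 genes upregulated and 542 downregulated lie within 1.5 times of the 735 and 559 found with edgeR. DESeq2, the tool named in the paper's methods, gave the paper's numbers.

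The paper states that the MSCs came from male mice. In the 3 GFP libraries, the Y-linked genes Kdm5d, Eif2s3y, Uty and Ddx3y together had 2.72 CPM, against 117 in GYSmut MSCs, and Xist had 1098 against 84.8.

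The paper states that the inflammatory response gene set was upregulated. With the list used here, the adjusted p was 0.323 in that direction from the camera test. With fry in its place, an alternative set before the data were examined, it was 0.0273, among the alternatives' range of 0.0273 to 0.686. Unlike camera, fry does not set the list against the other genes. The list was over-represented among called genes of both directions (Fisher's exact test, adjusted p = 0.0117), and the GO term inflammatory response in the deposited annotation, tested after seeing the data, held 31 higher and 7 lower called genes of 236 (Fisher's exact test, adjusted p = 9.9e-04).

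The paper names lipid metabolism among the enriched processes. The adjusted p was 0.360 on the list and 0.348 for the GO term lipid metabolic process (Fisher's exact test). That term held only the genes assigned to it by name, so the paper's set may be larger. Under none of the alternatives set before the data were examined was the lipid list over-represented at an adjusted p under 0.05. As a set, it was lower in GYSmut MSCs, with a median log2 fold change of -0.11 (camera test, adjusted p = 0.0390). The adjusted p was 0.00472 with DESeq2, 6.2e-05 with fry and 0.00909 with fgsea, but 0.0998 under the estimated correlation and 0.0504 without GYSmut replicate 2.

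Of the GO terms of Figure 3H, 10 had at least 10 tested genes in the deposited annotation, and 9 of these had an adjusted p above 0.05 (Fisher's exact test). Another 4 had only 3 or 4 tested genes, too few to serve as a test of the paper's terms.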

Other observations

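The tests of Hox genes and of the level of Gys1, and the use of the hypoxia response list as an explanation, were chosen after the result was seen. The hypoxia response list and its camera test were set before the data were examined.

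The Hox genes changed cluster by cluster. Of 27 tested, 17 were called, 4 higher and 13 lower in GYSmut MSCs, where 2.05 were expected (Fisher's exact test, one-sided p = 3.3e-13). All 8 Hoxb genes were called lower, with log2 fold changes from -3.10 to -1.33. Of the 9 Hoxa genes, 5 were called lower, and all 9 had log2 fold changes between -3.38 and -0.36. Of the 7 Hoxc genes, 1 was called higher. The 3 Hoxd genes tested, Hoxd3, Hoxd4 and Hoxd8, were at the floor in every GFP library and at least 4.32-fold, 7.47-fold and 10.9-fold higher. Since Hox genes record the body position of the cells, a candidate explanation is that the cells of the 2 groups differ in body position or donor. That 17 were called cannot be told apart from an effect of GYSmut, because each group may hold cells of 1 origin only, and no biological explanation was tested.

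Gys1 was at 516 CPM in GFP MSCs, the rank of 242 among all genes tested. GYSmut MSCs or their reads in the GFP libraries do not account for it: the share given by the Y-linked genes allows 3.27% of this level. Whether reads of the overlapping gene Ruvbl2 add to it cannot be told. The count of Ruvbl2, 31.0% of that of Gys1, does not measure how many of its reads were counted on Gys1. Whether the GFP MSCs have a high level of their own transcript was left open.

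The hypoxia response list was lower in GYSmut MSCs, with a median log2 fold change of -0.56 and 29 of 35 genes lower (camera test, adjusted p = 1.0e-23), and it held under the estimated correlation at 0.0457. Car9 had -3.97, Plod2 -2.21, Ero1l -1.66 and Selenbp1 -1.77. None of these 35 genes is on the glycolysis list. A lower hypoxia response, with its median of -0.56, is therefore a candidate explanation for the lower glycolysis and mTORC1 lists. Lower mTORC1 signalling beyond glycolysis, hypoxia and cholesterol genes was not seen in the genes left (camera test, adjusted p = 0.773), but their median near 0 leaves it open. Whether lower mTORC1 signalling itself lowered the glycolysis, hypoxia and cholesterol genes was not tested. Culture density and oxygen were not tested.

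The paper measured Lpl after adipogenic induction (Figure 3G). In the libraries analysed here, Lpl fell from 1110 ± 16.1 to 288 ± 42.6 normalized counts (SD, n = 3 each), with log2 fold changes of -1.95 against all genes and -2.53 per count of Actb (exact permutation test, two-sided p = 0.1, the smallest possible). Actb itself had a log2 fold change of 0.58. The list of 18 adipocyte genes showed no direction, with an adjusted p of 0.820 (camera test).

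The other lists tested with camera gave these adjusted p-values and median log2 fold changes. Higher in GYSmut MSCs were interferon-stimulated genes (3.7e-10, 0.33), p53 targets (1.5e-04, 0.31), MYC targets (1.5e-06, 0.29), muscle genes (1.5e-06, 0.34) and kidney development genes (0.00228, 0.26). Lower were cholesterol synthesis (8.1e-06, -0.27), glycogen metabolism (9.8e-04, -0.19), cell cycle (0.00662, -0.18) and the 3 tested of the candidate contaminating epithelial or mesothelial cells (1.5e-04, -1.46). Above 0.05 were epithelial-mesenchymal transition and matrix (0.0674), neuronal genes (0.0869), chondrocyte differentiation (0.212), amino-acid and ER stress response (0.214), candidate contaminating endothelial cells (0.236), immunosuppressive factors (0.309), lysosomal genes (0.344), MSC surface markers (0.597), oxidative phosphorylation (0.699) and candidate contaminating macrophages (0.753). Some of these calls depend on the setting. Those under DESeq2 also differ in the form of camera and in the genes set against each list. The matrix list was lower with an adjusted p under 0.05 in 10 alternatives, among them DESeq2 (1.0e-06), no filter (0.00655), the replicate block (0.0380), fry (0.00334) and fgsea (0.00276), and without GYSmut replicate 2 (0.0415), GFP replicate 1 (0.0395) or GFP replicate 3 (0.0200). Neuronal genes passed in 4, among them DESeq2 (0.0172), fry (0.00194) and the fit without GFP replicate 3 (0.0368). DESeq2 also called the immunosuppressive factors (0.0274) lower. Both DESeq2 (0.0421) and fry (0.00179) called the amino-acid and ER stress response lower. The candidate contaminating epithelial or mesothelial cells were not called with DESeq2 (0.128) or with no filter (0.131). Chondrocyte differentiation passed in 2 alternatives, and fry also called MSC surface markers, lysosomal genes and candidate contaminating endothelial cells. Of those with an adjusted p under 0.05, the estimated correlation kept MYC targets, at 0.0457, and none of the rest.

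The 34 mitochondrially encoded genes had a median log2 fold change of 0.54, and 32 were higher in GYSmut MSCs. Of the counts outside 3 ribosomal RNA genes, they held 0.676 ± 0.10% in GYSmut MSCs and 0.455 ± 0.0386% in GFP MSCs (SD, n = 3 each, exact permutation test, two-sided p = 0.1). These ribosomal RNA genes, CT010467.1, Gm42418 and AY036118, held 7.65% of the counts of GYSmut replicate 2 and 0.186% to 0.931% of the other 5 libraries.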
